A study of Drosophila melanogaster with 58 samples.

How the data were processed

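RNA was measured in 58 libraries from brains of Drosophila melanogaster. Per the labels, each library came from 1000 sorted GFP-positive cells, which were either alpha-beta neurons or gamma neurons of the mushroom body, the brain centre for olfactory memory. The cells were taken at 18, 21, 24, 27 or 30 h after pupa formation, or from adults 3 to 5 days after eclosion, reared at 25 °C. Males and females were mixed at random. Libraries were made with the Smart-seq2 protocol, in which oligo-dT primes reverse transcription and the cDNA is amplified by PCR, followed by Nextera XT tagmentation.

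The authors deposited 1 table with 12453 gene symbols. It holds raw counts per gene and library, per the file headers, and these deposited counts were the only values used for the comparisons. The authors also deposited a normalized signal, which is each raw count divided by 1 size factor per library (0.309 to 2.38), and a variance-stabilized value on a log2-like scale for each gene and library. For 16 comparisons of groups the authors deposited a mean normalized signal (the same in each), a log2 fold change, a p-value and an adjusted p-value. The aligner, the counting program, the genome build and the authors' design formula are not stated, although DESeq2 is named in connection with the table. The authors' marks for passing genes were matched for all 12453 genes in each comparison by an adjusted p-value under 0.05, a mean normalized signal of at least 10 and an absolute log2 fold change of at least 0.58. No genome coordinates are given, because the build is not stated. Gene symbols are used as deposited, and 12239 of the 12453 (98.3%) were found in the reference list of gene names.

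Libraries were grouped by cell type and stage from the labels, which made 12 groups of 3 to 6 libraries. No column of the table was left without a sample (0 such columns). Total counts ran from 4403619 to 27242758 per library. A value of 0 in a library therefore meant less than 0.11 to 0.681 CPM (counts scaled to a library total of 1000000), the share given by 3 counts of the library's total. These floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. For the 114 pairs of libraries in the same group, the chi-square per degree of freedom between their counts was 89.5 to 934, so no pair looked like the same library sequenced again.

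Genes were tested with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F-tests, which are two-sided. All 12 groups entered 1 fit. Genes were kept by filterByExpr with the groups, a minimum count of 10 and a minimum total of 15, which left 10072 genes, and TMM factors scaled the libraries. The common biological coefficient of variation was 1.34, and the prior degrees of freedom were 9.55. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 within its comparison. There were 20 comparisons: each later pupal stage against 18 h, adult against 30 h and the 18 to 30 h time course in each cell type, gamma against alpha-beta at each of the 6 stages, and the interactions of cell type with 30 h against 18 h and with adult against 30 h. Expression is given as TMM-scaled CPM, with the mean, the SD and the number of libraries, n. The SE of a log2 fold change was worked back from the test, as the absolute log2 fold change divided by the square root of the F statistic. Where a group had at most 3 counts in every library, the fold is given as a lower bound against the floor.

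On simulated counts with the spread of these libraries and 5 against 5 of them, 88 of 200 genes changed 8-fold were recovered (44.0%), and 4 of 92 calls were false (4.3%). With a fixed dispersion of 0.1, all 200 were recovered (100%) and 13 of 213 calls were false (6.1%). Only the alpha-beta groups at 18 h, 30 h and adult were simulated and fitted. In the first simulation each gene took the spread of the trend at its expression level. These shares therefore do not give the power or the rate of false calls of the fit with all 12 groups.

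The genes named here follow a rule fixed before the data were examined, as were the comparisons, the gene lists and the alternatives, except for those said to have been added. The rule names the genes of a fixed panel of 34 genes of mushroom body development and axon growth. For each of 7 contrasts it also names the 3 genes that rose most and the 3 that fell most among those called with an average log2 CPM of at least 4 and no overlap between the libraries of the groups. Genes named outside this rule were chosen after their values were seen, and the text says so. Panel genes were adjusted over all genes tested and also over the panel alone.

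Scores of 7 fixed gene sets were the mean log2 CPM (prior count 2) per library over the genes of a set. They were compared in 6 comparisons, 42 tests in all, by exact two-sided permutation tests with Benjamini-Hochberg adjustment, in scipy 1.17.1. In 200 simulated sets of 30 genes in 10 libraries with no shift, 9 passed an unadjusted test (4.5%), and with a log2 shift of 2 all 200 did (100%). Principal components and Spearman correlations used the 500 most variable genes.

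The labels number the replicates of each group but state no pairing or batch. Whether equal replicate numbers share variation was measured by correlating deviations from the group means, and the fits were repeated with the replicate number as a block. The library names carry sheet numbers, from which 5 sets of consecutive numbers were formed and used as another block. The splits of the libraries and the paired set scores followed the replicate number, not these sets. Other alternatives were size factors by the RLE method, no filter beyond 1 count, a mean of at least 50 counts, DESeq2 1.42.0, a fit with only the groups compared, an absolute log2 fold change of at least 1, and leaving out each library in turn. A mean of at least 500 counts, limma-voom with sample weights (limma 3.58.1) and the replicate block for the gene set scores were added after the data had been seen. Other splits of the libraries were fitted with only the groups compared. At most 100 splits were drawn for the time courses and interactions, a number raised after a smaller draw had been seen. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.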

Results

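The libraries comprised 30 from alpha-beta neurons and 28 from gamma neurons, 48 of them pupal and 10 adult. Alpha-beta neurons extend their axons initially over the pupal stages sampled, whereas gamma neurons regrow axons that were pruned earlier. Alpha-beta groups held 5, 5, 6, 4, 5 and 5 libraries at 18, 21, 24, 27 and 30 h and in adults, and gamma groups held 5, 5, 5, 3, 5 and 5. The total count of a library ran from 7467611 to 16875320 at 18 h in alpha-beta groups, 7181963 to 19272062 at 21 h, 6848921 to 27242758 at 24 h, 9114649 to 16209682 at 27 h, 7997417 to 16630101 at 30 h and 4403619 to 14552844 in adults. In gamma groups it ran from 9007057 to 20987160 at 18 h, 6982179 to 19341973 at 21 h, 5340159 to 20403366 at 24 h, 9176740 to 14381465 at 27 h, 8184961 to 23937961 at 30 h and 7684536 to 17690132 in adults. Between 6371 and 8544 genes had a count in a pupal library, and between 5266 and 7464 in an adult library. In 5 libraries the median gene had a count of 0. The 10 most abundant genes took 8.3% to 15.3% of a library's counts.

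Libraries were compared across the 500 most variable genes to describe how they group. The median Spearman correlation was 0.393 (SD 0.111) between libraries of the same group, 0.187 between cell types at the same stage and 0.135 for other pairs. With 2000 genes these values were 0.433, 0.325 and 0.3, so the gap between them narrowed. Component 1 held 21.9% of the variance, and adult libraries lay at 58.9 to 85.3 on it, against -30.7 to 8.8 for pupal libraries. Component 2 held 10.7%. The 12 groups accounted for 96.5% of the variance along component 1, 94.9% along component 2 and 41.4% along component 3. The 5 sheet sets accounted for 1.2%, 1.4% and 20.6% of it.

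**Figure D1:**
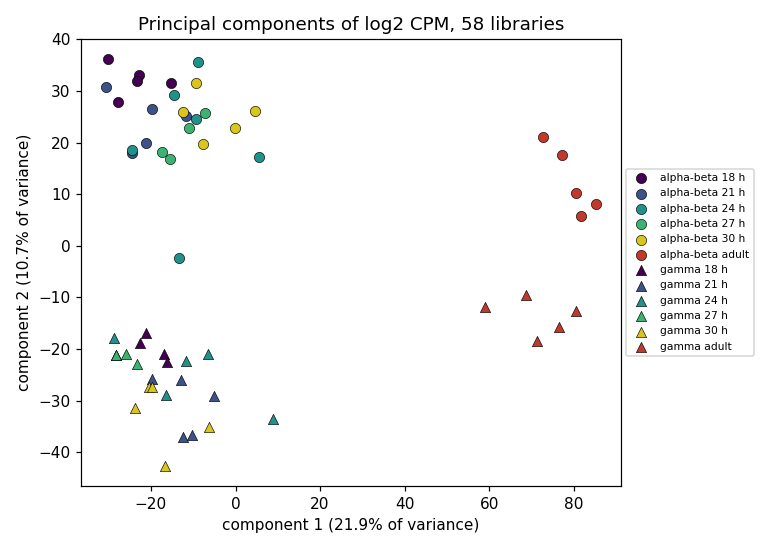
Principal components 1 (21.9% of variance) and 2 (10.7%) of log2 CPM over the 500 most variable genes, with 1 point per library, circles for alpha-beta and triangles for gamma, coloured by stage. Adult libraries lie at 58.9 to 85.3 on component 1, and pupal libraries at -30.7 to 8.8.

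The time courses asked which genes changed between 18 and 30 h while the axons grew. Over all 5 pupal stages, 8 genes were called in alpha-beta neurons and 6 in gamma neurons. The alternative that moved these counts most was limma-voom with sample weights, added after the data had been seen, with 178 and 175 genes. Counts also depended on single libraries: 0 to 11 alpha-beta genes and 4 to 10 gamma genes were called when each library was left out in turn. Of the 8 alpha-beta genes, 0 were called in all 25 of those fits, and of the 6 gamma genes 4 were called in all 23, while 1 changed sign in some fit. With every library in, 1290 genes in alpha-beta and 1624 in gamma neurons had an unadjusted p-value under 0.05.

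Single stages were compared with 18 h to ask when changes appeared. In alpha-beta neurons 0 genes were called at 21, 24 and 27 h, where 634, 882 and 837 genes had an unadjusted p-value under 0.05. In gamma neurons 0 genes were called at 21 and 24 h, where 997 and 962 genes had an unadjusted p-value under 0.05. At 27 h in gamma neurons the 1 gene called was nAChRbeta1, which rose with a log2 fold change of 1.68 (SE 0.32, edgeR adjusted p = 0.0224). This call was lost in some of the 8 fits that each left out a library. With only the groups compared 0 genes were called at 27 h in gamma neurons, and limma-voom called 43 that did not include it. DESeq2 and the other edgeR settings kept it. Among these single-stage comparisons, gamma at 21 h moved most under another setting, to 553 genes with DESeq2.

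In alpha-beta neurons, 8 genes were called between 18 and 30 h, 7 higher and 1 lower at 30 h. DESeq2 moved this count most, to 317, with 115 higher and 202 lower, and limma-voom gave 52 higher and 109 lower, so the balance of directions depended on the method. The gene jus rose from 10.2 ± 5.86 to 119 ± 57.8 CPM (SD, n = 5 each), a log2 fold change of 3.54 (SE 0.65, edgeR adjusted p = 0.00625). Hr4 rose from 79.0 ± 34.6 to 784 ± 401 CPM (SD, n = 5 each), a log2 fold change of 3.31 (SE 0.67, adjusted p = 0.0149). For jdp the log2 fold change was 2.03 (SE 0.4, adjusted p = 0.0134). HmgD fell from 1915 ± 659 to 842 ± 107 CPM (SD, n = 5 each), with a log2 fold change of -1.19 (SE 0.25, adjusted p = 0.0246). The other 4 called genes, named after their values were seen, rose by log2 fold changes of 1.64 for Rdl, 1.42 for nAChRbeta1, 1.79 for CG32432 and 1.95 for slo. When each of the 10 libraries was left out in turn, 2 of the 8 genes stayed called in every fit. Calls were lost in 4 of the 10 fits for Hr4, 2 for jdp and 7 for HmgD, and in 0 for jus. Deviations from the group means were correlated between libraries with the same replicate number (mean r = 0.251) and the same sheet set (mean r = 0.259). With the replicate number as a block 23 genes were called, and with the sheet set 25.

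In gamma neurons, 4 genes were called between 18 and 30 h, 3 higher and 1 lower at 30 h. DESeq2 moved this count most, to 574, with 288 higher and 286 lower. Hr4 rose from 40.7 ± 15.96 to 1000 ± 524 CPM (SD, n = 5 each), a log2 fold change of 4.62 (SE 0.71, edgeR adjusted p = 9.16e-05). Pxn rose from 93.3 ± 21.6 to 433 ± 10.2 CPM (SD, n = 5 each), a log2 fold change of 2.21 (SE 0.34, adjusted p = 9.16e-05). For nAChRbeta1, expression rose from 85.7 ± 27.6 to 342 ± 51.1 CPM (SD, n = 5 each), a log2 fold change of 1.99 (SE 0.29, adjusted p = 6.95e-05). These 3 genes stayed called in all 10 fits that each left out a library. E(spl)m8-HLH averaged 11.6 ± 9.76 CPM (SD, n = 5) at 18 h and was at least 31.5-fold lower at 30 h, where no library had a count. That call was lost in 6 of the 10 fits.

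**Figure D2:**
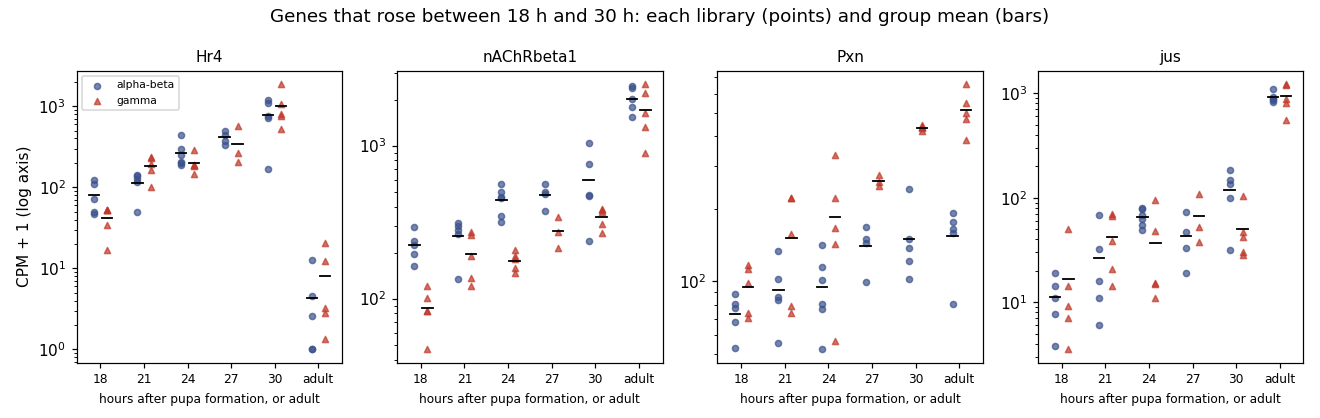
Expression of Hr4, nAChRbeta1, Pxn and jus in CPM plus 1 on a log axis, by stage, with 1 point per library, circles for alpha-beta and triangles for gamma, and bars at the group means. Mean Hr4 rose to 784 CPM in alpha-beta and 1000 CPM in gamma libraries at 30 h.

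Whether the change from 18 to 30 h differed between the cell types was tested as an interaction. No gene was called (0), 763 genes had an unadjusted p-value under 0.05, and DESeq2 moved the count most, to 400. Across 5651 genes, the log2 fold changes of both cell types from 18 to 30 h were correlated with r = 0.279 and rho = 0.273. Genes are not independent replicates, so no p-value is given.

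Adults were compared with 30 h to ask how mature neurons differ from growing ones. In alpha-beta neurons 1258 genes were called, 472 higher and 786 lower in adults. DESeq2 moved this count most, to 2417. With only the groups compared in the fit the count was 758, with 471 higher and 287 lower, and 669 of the genes were shared. Of the 1258 genes, 817 stayed called in all 10 fits that each left out a library, and 7 changed sign in some fit. Same-numbered replicates were correlated with mean r = 0.115 and libraries of the same sheet set with mean r = 0.104, and 1411 and 1505 genes were called with these blocks. By the naming rule, lncRNA:CR45054 was at least 472-fold higher in adults, Pka-C3 at least 423-fold and CG9394 at least 262-fold. Their adult means were 177 ± 48.97, 159 ± 112 and 98.5 ± 63.2 CPM (SD, n = 5 each). Cpr66D was at least 92.6-fold lower in adults, CG6479 at least 86.9-fold and CG31075 at least 78.3-fold, from 63.1 ± 39.96, 59.2 ± 33.7 and 53.3 ± 37.4 CPM at 30 h (SD, n = 5 each).

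In gamma neurons 1032 genes were called between 30 h and adults, 510 higher and 522 lower in adults. DESeq2 moved this count most as well, to 2124. With only the groups compared the count was 465, with 301 higher and 164 lower, and 431 of the genes were shared. Of the 1032 genes, 586 stayed called in all 10 fits that each left out a library, and 7 changed sign in some fit. Libraries of the same sheet set were correlated with mean r = 0.118, and 1220 genes were called with that block. Tob was at least 1550-fold higher in adults, CG4678 at least 467-fold and lncRNA:CR45054 at least 459-fold, at 569 ± 286, 171 ± 80.9 and 168 ± 101.05 CPM (SD, n = 5 each). CG13023 was at least 1090-fold lower, ImpE2 at least 669-fold and ETHR at least 425-fold, from 427 ± 189, 261 ± 83.9 and 166 ± 98.96 CPM at 30 h (SD, n = 5 each).

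Of the genes called between 30 h and adults, 573 were called in both cell types, 308 higher and 265 lower in adults in both, and 0 in opposite directions. Across 5651 genes the log2 fold changes of both cell types were correlated with r = 0.604 and rho = 0.636. The difference in this change between cell types was tested as an interaction, which called 67 genes, 46 with a more positive change in gamma neurons and 21 with a more negative one. DESeq2 moved this count most, to 928 (471 and 457), and limma-voom called 123, of which 20 were shared, with the balance reversed (45 and 78). With only the groups compared in the fit 16 genes were called, of which 14 were shared.

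**Figure D3:**
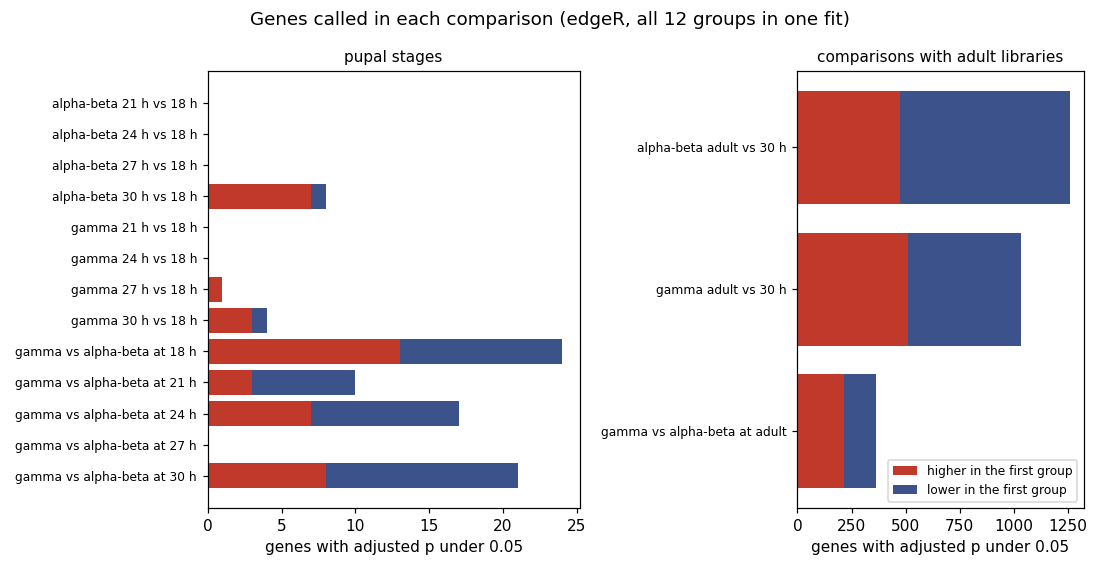
Number of genes called in each comparison of 2 groups by edgeR with all 12 groups in the fit, as bars split into genes higher and lower in the group named at the start of each label, with separate axes for pupal and adult comparisons. Pupal comparisons called 0 to 24 genes, against 363 to 1258 for those with adult libraries.

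Cell types were compared at each stage to ask how regrowing gamma neurons differ from growing alpha-beta neurons. There were 24 genes called at 18 h (13 higher in gamma, 11 lower), 10 at 21 h (3 and 7), 17 at 24 h (7 and 10), 0 at 27 h and 21 at 30 h (8 and 13). At 27 h, where gamma had 3 libraries and alpha-beta 4, 674 genes had an unadjusted p-value under 0.05. The largest move of these counts was at 21 h, to 660 genes with DESeq2. The balance of directions also depended on the method, with 150 higher and 344 lower at 18 h by DESeq2 and 150 higher and 105 lower at 30 h by limma-voom. In total 46 genes were called in at least 1 pupal stage, and 5 of them at 18, 21, 24 and 30 h.

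At 18 h, CG6912 was higher in gamma libraries by a log2 fold change of 8.18 (SE 1.77, edgeR adjusted p = 0.019), CG9727 by 3.82 (SE 0.79, adjusted p = 0.0117) and Elk by 2.15 (SE 0.48, adjusted p = 0.0212). These calls were lost in 4, 2 and 5 of the 10 fits that each left out a library. In those fits the log2 fold change of CG6912 ran from 7.85 to 13.76, and replicate 4 was the only alpha-beta library with counts of it. The gene wor was at least 178-fold lower in gamma libraries and CG15130 at least 139-fold, from 59.3 ± 32.7 and 46.4 ± 44.2 CPM in alpha-beta libraries (SD, n = 5 each). Alpha-beta replicate 2 was at 125 CPM of CG15130, so the size of that bound depends on this library. For lncRNA:cherub the means were 93.3 ± 53.8 CPM in gamma and 3338 ± 1154 in alpha-beta libraries (SD, n = 5 each), a log2 fold change of -5.16 (SE 0.81, adjusted p = 0.000161). Same-numbered replicates were correlated with mean r = 0.122 and libraries of the same sheet set with mean r = 0.136, and 37 and 45 genes were called with these blocks. Of the 24 genes, 7 stayed called in all 10 fits.

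At 30 h, nw was at least 186-fold higher in gamma libraries, at 69.6 ± 67.5 CPM (SD, n = 5). The highest gamma library was at 187.5 CPM, so the size of the nw bound depends on it. The log2 fold change was 8.36 for phr (SE 1.79, edgeR adjusted p = 0.0193) and 7.3 for CG34377 (SE 1.55, adjusted p = 0.0175). CG15130 was at least 256-fold lower in gamma libraries, from 93.9 ± 48.1 CPM (SD, n = 5). AstA-R1 had a log2 fold change of -7.32 (SE 1.65, adjusted p = 0.0329) and lncRNA:CR33938 one of -6.13 (SE 1.23, adjusted p = 0.0114). Calls were lost in 4 of 10 fits for phr, 3 for CG34377 and 6 for AstA-R1 when a library was left out. In those fits the log2 fold change of phr ran from 8.03 to 13.54, and replicate 2 was the only alpha-beta library with counts of it. Same-numbered replicates were correlated with mean r = 0.123 and libraries of the same sheet set with mean r = 0.139, and 25 and 17 genes were called with these blocks. Of the 21 genes, 8 stayed called in all 10 fits.

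The 5 genes called at 18, 21, 24 and 30 h, named after their values were seen, were CG15130, CG15765, Hsp70Ba, lncRNA:cherub and wor. At 30 h the call of CG15765 was lost in 8 of the 10 fits that each left out a library. That of Hsp70Ba was lost in 1, and those of CG15130, lncRNA:cherub and wor in 0. CG15765 was higher in gamma libraries at 18 h, at 4160 ± 807 against 1339 ± 357 CPM (SD, n = 5 each), and Hsp70Ba was also higher, at 149 ± 94.4 against 9.88 ± 4.22 CPM (SD, n = 5 each). In adult libraries wor averaged 0.0 CPM in both cell types.

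**Figure D4:**
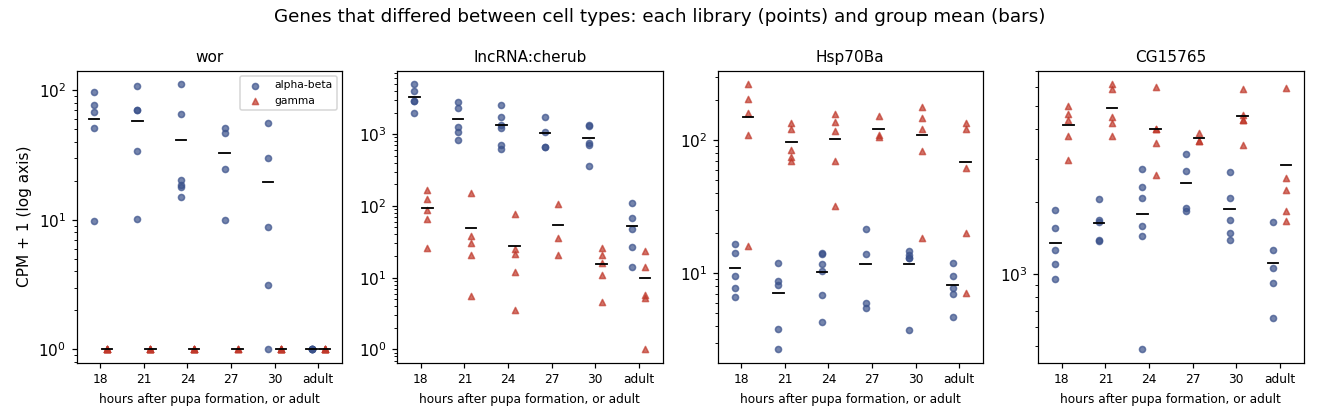
Expression of wor, lncRNA:cherub, Hsp70Ba and CG15765 in CPM plus 1 on a log axis, by stage, with 1 point per library, circles for alpha-beta and triangles for gamma, and bars at the group means. At 18 h, lncRNA:cherub averaged 3338 CPM in alpha-beta and 93.3 CPM in gamma libraries.

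In adults, 363 genes were called between cell types, 213 higher and 150 lower in gamma libraries. With only the adult groups in the fit the count was 25, with 14 higher and 11 lower, and 21 were shared. DESeq2 gave 1434 (768 and 666). With limma-voom 313 were called, of which 126 were shared, and the balance reversed, with 124 higher and 189 lower. Of the 363 genes, 143 stayed called in all 10 fits that each left out a library, and 21 changed sign in some fit.

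Of the 34 panel genes, 33 were tested. Between 18 and 30 h, 0 were called over all genes in alpha-beta neurons and 0 in gamma neurons, where 9 and 12 had an unadjusted p-value under 0.05. Adjusted over the panel alone, 1 was called in alpha-beta and 11 in gamma neurons. In gamma neurons chinmo had a log2 fold change of -1.31 (SE 0.3), with an edgeR adjusted p = 0.0634 over all genes and 0.00155 over the panel. Between 30 h and adults, 11 were called over all genes in alpha-beta neurons (12 over the panel) and 6 in gamma neurons (7 over the panel). Between cell types 0 were called over all genes at 18 h and 0 at 30 h, against 7 and 0 over the panel, with 11 and 1 at an unadjusted p-value under 0.05. Outside the fixed panel contrasts, chinmo was called between cell types at 24 h (log2 fold change -1.25, SE 0.29, edgeR adjusted p = 0.0383), ab, br, chinmo, Dop1R1, Eip93F, Imp, mamo, Mical and trio between adult cell types, and ab, Imp and mamo in the interaction with adult. These contrasts were searched for panel genes only after the results were seen. The calls between adult cell types came from the fit with all 12 groups. In that fit, other splits of the adult libraries gave a median of 96 genes and up to 181. With only adult libraries in the fit 25 genes were called between cell types, and whether the panel genes were among them is not given here. Added up over the 6 contrasts, there were 17 calls over all genes, with some genes called in both cell types, and limma-voom with sample weights moved this total most, to 38.

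Several panel genes changed between 30 h and adults. In alpha-beta neurons mamo fell from 4510 ± 1510 to 726 ± 210 CPM (SD, n = 5 each), a log2 fold change of -2.64 (SE 0.34, edgeR adjusted p = 3.24e-08). The gene ab fell from 776 ± 179 to 135 ± 52.3 CPM (SD, n = 5 each), a log2 fold change of -2.52 (SE 0.4, adjusted p = 4.75e-06). For ftz-f1 the mean rose from 0.884 ± 1.74 to 235 ± 95.7 CPM in alpha-beta neurons and from 0.225 ± 0.472 to 94.8 ± 39.7 CPM in gamma neurons (SD, n = 5 each). Log2 fold changes of sNPF were 5.02 (SE 0.93, adjusted p = 7.7e-05) in alpha-beta and 6.2 (SE 0.99, adjusted p = 6.07e-06) in gamma neurons. Calls in alpha-beta neurons were lost in 3 of 10 fits for Dscam1, 4 for InR and 8 for chinmo when a library was left out.

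Scores of 7 gene sets asked whether groups of functionally related genes moved as a whole. Of the 42 tests, 10 had an adjusted p = 0.0333, from an exact two-sided permutation p = 0.00794, the smallest that 5 against 5 libraries (252 arrangements) allow. With same-numbered libraries exchanged only in pairs, an alternative added after the data had been seen, 0 tests passed, since 5 pairs cannot go below p = 0.0625 in an exact test. All 10 of the passing tests were at that smallest value. Adult scores differed from 30 h in the same direction in both cell types for synapse genes (1.74 in both, log2), cytoskeleton genes (-1.9 in alpha-beta, -1.73 in gamma), proteasome genes (-1.46 and -1.24) and translation initiation factors (-1.12 and -0.84). The ribosomal protein score differed by -1.44 in alpha-beta neurons, and by -0.77 in gamma neurons, where its exact permutation test gave an adjusted p = 0.242. Genes without a count enter a score at the lowest value, and fewer genes had a count in adults. After thinning to equal totals, adult libraries averaged 6137 genes in alpha-beta and 6296 in gamma neurons, against 7468 and 7264 at 30 h. Whether this contributes to the lower adult scores was not tested. At 30 h the score of the dpr, DIP, beat and side surface proteins was 3.82 ± 0.38 in gamma and 4.97 ± 0.54 in alpha-beta libraries (SD, n = 5 each), a difference of -1.15. Changes in set scores were tested for a difference between cell types in 14 permutation tests, and 0 passed, with adjusted p-values from 0.758 to 0.987 and 0 with an unadjusted p-value under 0.05.

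**Figure D5:**
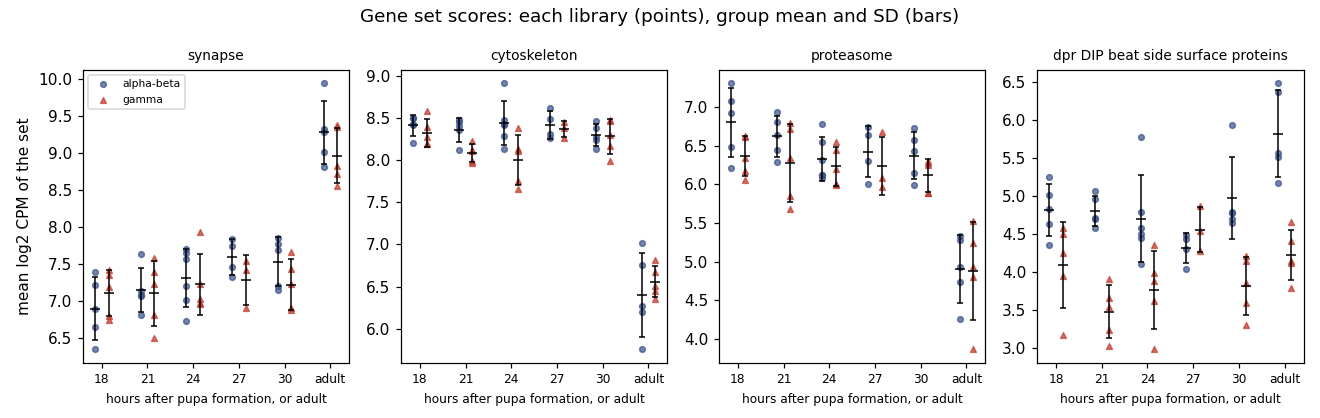
Scores of 4 gene sets as mean log2 CPM per library, by stage, with 1 point per library, circles for alpha-beta and triangles for gamma, and bars at the mean and SD of each group. The synapse score rose by 1.74 from 30 h to adult in both cell types.

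For comparison, the authors' deposited table marked 530, 579, 531, 432 and 534 genes as passing between cell types at 18, 21, 24, 27 and 30 h, and 1329 in adults. For 30 h against adult, the authors' deposited table marked 2213 genes in alpha-beta and 2010 in gamma neurons. Among the passing genes between cell types in the authors' deposited table, 371 of 530 at 18 h and 408 of 534 at 30 h had an absolute log2 fold change over 15. The largest log2 ratio of group mean CPM among such genes in the 16 comparisons of the authors' deposited table was 12.2, with means below the floor raised to it. Of the genes called here between cell types, 24 of 24 at 18 h, 20 of 21 at 30 h and 358 of 363 in adults also passed in the authors' deposited table.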

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

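The tests in this part, the splits of the libraries and the test of depth in libraries with outlying values, were chosen only after the results were seen. In addition, the limits that separate the 3 possible readings of the depth test were written when its p-value was already known.

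In 168 groups of values (total counts, genes detected, components 1 and 2, set scores, and named genes in the groups they were named for, each within a group of libraries), the highest or lowest library was tested for standing far from the others. There were 14 outlying values in 11 libraries, where chance gives about 8.4, or 1 in 20. No total, number of detected genes or value on components 1 and 2 was outlying (0 of each), so the outlying values were 4 set scores and 10 genes. Values outside this screen can stand apart too: alpha-beta replicate 6 at 24 h lay at 66.6 on component 4 against -8.34 to 14.8 in the others, and had 27.0 CPM of jdp against 657 to 1100. This library was also the shallowest of its group of 6 (6848921 counts) and from sheet set 5. It was not part of the depth test below.

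Of the 11 libraries with outlying values in the screen, 5 were the shallowest of their group of 5, where chance gives 2.2 (exact one-sided binomial p = 0.0504). Their totals were 4403619 to 7997417 counts. These 5 libraries held 8 of the 14 outlying values. At this exact p = 0.0504 the number was above chance without passing 0.05, so an effect of low depth on these values was neither shown nor ruled out. All 5 also came from sheet set 5, as did the outlying gamma replicate 5 at 30 h, which was not shallow (20151946 counts). No test of the sheet sets was run for these values. The middle reading was defined with this value in hand and carries no more weight than the p-value itself.

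Alpha-beta replicate 5 at 18 h, the shallowest of its group, held 3 outlying values. Its cytoskeleton score was 8.21 against 8.42 to 8.51 in the others, its log2 CPM of jdp was 6.54 against 8.37 to 8.7, and that of wor was 3.17 against 5.64 to 6.59. Alpha-beta replicate 5 at 30 h, also the shallowest, held 2: a score of 5.93 for the dpr, DIP, beat and side surface proteins against 4.65 to 4.79, and a log2 CPM of 2.62 for Cpr66D against 5.7 to 6.74. The other shallowest libraries were alpha-beta adult replicate 5, with 1.85 for Pka-C3 against 6.44 to 8.08, gamma adult replicate 5, with 5.46 for CG4678 against 7.43 to 8.07, and gamma replicate 3 at 24 h, with a score of 5.83 for translation initiation factors against 5.99 to 6.04. Fewer detected genes do not describe all of them: alpha-beta replicate 5 at 18 h had the most genes with a count in its group (8313 against 7854 to 8219), and the surface protein score of alpha-beta replicate 5 at 30 h was higher than in the others. A difference in the sorted cells was not tested, and no biological explanation was tested within a group.

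The other 6 outlying values were in libraries that were not the shallowest of their groups. Gamma replicate 4 at 24 h had a synapse score of 7.94 against 6.97 to 7.23. In alpha-beta libraries at 30 h, replicate 4 had a log2 CPM of 7.37 for Hr4 against 9.49 to 10.22, and replicate 2 had 0.82 for phr, where the other 4 libraries were at -2.75. In alpha-beta libraries at 18 h, replicate 4 had 1.14 for CG6912, where the others were at -2.75, and replicate 2 had 6.97 for CG15130 against 4.42 to 5.05. Gamma replicate 5 at 30 h had 9.58 for CG13023 against 8.34 to 8.56. For these libraries neither a technical nor a biological explanation was tested, and some of the 14 are what chance gives (8.4).

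The change from 30 h to adult differed between the cell types for 67 genes by the interaction test. Of these, 43 had a group with at most 3 counts in every library, and 24 had counts in all 4 groups. For the 43, the counts do not fix the size of the difference, and no bound against the floor was computed. Among those with counts in all groups, alpha-Man-IIa, MESR6, SP1173 and the panel gene ab had the smallest adjusted p-value (0.000232 each, edgeR). They were chosen after their values were seen. The gene ab averaged 1979 ± 2010 CPM in adult gamma and 1031 ± 408 in gamma libraries at 30 h, against 135 ± 52.3 and 776 ± 179 in alpha-beta libraries (SD, n = 5 each). In fits with only the 4 groups, 3 of 100 splits of the libraries, the real one included, gave at least as many genes as the 16 called, and another split gave up to 25. These splits swapped cell type labels within each stage, which also breaks up any difference between cell types that is the same at both stages. The share therefore does not measure chance for the interaction alone, and no conclusion is drawn from it. In the fits with only the 4 groups, 7645 genes were tested in place of 10072. The spread was still estimated from adult and pupal libraries together, so the cause of the fall from 67 to 16 is not known. Depth and amplification were not tested for single genes, and a difference in maturation between the cell types remains a hypothesis.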

How the results depend on the processing

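The splits of the libraries in this part were chosen as tests only after the results were seen, as were the alternatives said to have been added.

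Of 20 edgeR comparisons, the number of called genes was within 1.5 times its value in all 20 with RLE size factors, with no filter beyond 1 count and with an absolute log2 fold change of at least 1. The RLE method moved the median log2 fold change by at most 0.08. With a mean of at least 50 counts the count moved in 1 comparison: 9 genes for gamma 30 h against 18 h. With a mean of at least 500 counts (added) it moved in 3: 3 genes for the gamma time course, 8 for gamma 30 h against 18 h and 36 for the interaction with adult.

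DESeq2 moved all 20 counts upwards. For alpha-beta neurons it called 14 genes in the time course, 136, 237, 260 and 317 at 21, 24, 27 and 30 h, and 2417 in adults. For gamma neurons it called 30, then 553, 444, 369 and 574, and 2124. Between cell types it called 494, 660, 581, 422, 617 and 1434 from 18 h to adult, and for the interactions 400 and 928. Calls of panel genes, added up over the 6 panel contrasts so that a gene can count more than once, were 33 against 17. The cause was not tested.

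Limma-voom with sample weights (added) moved 16 counts. For alpha-beta neurons it called 178 genes in the time course and 7, 39, 76 and 161 at 21, 24, 27 and 30 h. For gamma neurons it called 175 in the time course and 4, 43 and 122 at 24, 27 and 30 h. Between cell types it called 371, 241, 132, 179 and 255 at the pupal stages, and for the interactions 37 and 123. Its calls of panel genes over the 6 contrasts were 38. The cause was not tested.

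With only the groups compared in the fit, 14 counts moved. They were 3 for the alpha-beta time course, 7, 19 and 758 for alpha-beta at 27 h, at 30 h and in adults, and 0, 18 and 465 for gamma at the same stages. In this fit, 194 genes of gamma at 27 h had an unadjusted p-value under 0.05. Between cell types the counts were 83, 55, 9, 10, 41 and 25 from 18 h to adult, and 16 for the interaction with adult. For adults between cell types, sharing the spread estimate was tested with other splits, as given among the other observations. For the other counts the cause was not tested.

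The replicate block moved 6 counts: 2, 1 and 23 for alpha-beta at 24, 27 and 30 h, 10 for gamma at 30 h, and 37 and 16 between cell types at 18 and 21 h. Alpha-beta replicate 6 at 24 h is the only library with that number, so the replicate block leaves it without weight in the comparisons. Over all pairs of groups, deviations were correlated with mean r = 0.088 for same-numbered libraries and 0.134 for libraries of the same sheet set. For same-numbered libraries the mean r was 0.086 for gamma 30 h against 18 h, 0.089 for gamma adult against 30 h and 0.04 between adult cell types. The replicate block gave 1145 and 402 genes for the latter comparisons. The sheet-set block moved 6 counts: 4 and 25 for alpha-beta at 27 and 30 h, 13 for gamma at 30 h, and 45, 17 and 27 between cell types at 18, 21 and 24 h. The cause was not tested. Gene set scores had 10 passing tests, 9 or 10 under the alternatives fixed before the data were examined and 0 with the replicate block (added), where 5 pairs cannot pass.

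Leaving out each library in turn gave 244 counts, of which 197 were within 1.5 times and 47 were not. For alpha-beta neurons the counts ran from 0 to 11 for the time course, from 0 to 0 at 21, 24 and 27 h, from 2 to 8 at 30 h and from 1043 to 1323 in adults. For gamma neurons they ran from 4 to 10 for the time course, from 0 to 3 at 21 h, from 0 to 1 at 24 h and at 27 h, from 3 to 8 at 30 h and from 848 to 1071 in adults. Between cell types they ran from 9 to 28 at 18 h, 6 to 14 at 21 h, 8 to 17 at 24 h, 0 to 0 at 27 h, 8 to 15 at 30 h and 296 to 473 in adults. For the interactions they ran from 0 to 0 and from 41 to 134, and for the passing gene set tests from 8 to 11. Of the 32 genes and contrasts named by the rule, 22 stayed called in every such fit, 10 were lost in some and 0 changed sign.

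Single genes and sets were followed through the alternatives as well: of 858 values for 96 of them, 823 stayed on the same side of the threshold, 35 became weaker (24 genes and sets) and 0 reversed. These values leave out the replicate block of the set scores, under which all 10 set tests that had passed fell short (adjusted p = 0.154, exact permutation). The weaker values came most from the fit with only the groups compared (9) and from no filter (8). A call that an alternative did not keep is not always counted among them. With a mean of at least 500 counts, 19 of the 24 genes between cell types at 18 h and 12 of the 21 at 30 h were kept. No weaker value came from that setting.

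Other splits of the same libraries, which part as many same-numbered pairs as the real one, were fitted with only the groups compared. For the time courses 1 of 100 splits gave as many genes in alpha-beta and 1 of 100 in gamma neurons, the real one included, as in all these counts. For alpha-beta against 18 h, 16 of 16 splits gave as many at 21 h and 32 of 32 at 24 h, where the real count was 0. It was 1 of 16 at 27 h, at 30 h and in adults against 30 h. For gamma it was 16 of 16 at 21 h and at 24 h and 8 of 8 at 27 h, where the real count was 0 as well, and 1 of 16 at 30 h and in adults against 30 h. Between cell types it was 1 of 16 at 18, 21 and 30 h and in adults, 1 of 32 at 24 h and 1 of 12 at 27 h. It was 100 of 100 for the interaction of 18 and 30 h, where the real count was 0. Where the real count was 0 every split gives as many by definition, so nothing was tested there. For the other comparisons with 16 or 12 splits, a share under 0.05 cannot be reached, so the share alone cannot tell those counts from chance. The counts themselves lay apart, since in these comparisons another split gave at most 1 gene. The real split gave 758 and 465 for adults against 30 h in alpha-beta and gamma neurons. Between cell types it gave 83, 55, 10, 41 and 25 at 18, 21, 27 and 30 h and in adults. For alpha-beta against 18 h it gave 7 at 27 h and 19 at 30 h, and for gamma 18 at 30 h. With all 12 groups in the fit, 1 of 16 splits gave as many at 18 h, where another split gave at most 1 gene. In adults it was 1 of 16 as well.

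In the simulation, which held only alpha-beta groups, the spread between libraries limited what could be called. With that spread 88 of 200 genes changed 8-fold were recovered, against all 200 with a fixed dispersion of 0.1. The fit with all 12 groups was not simulated, and whether the spread is the cause of the small pupal counts was not tested. In alpha-beta neurons a count of 0 at 21 to 27 h holds for the main edgeR fit. With the replicate block edgeR called 2 genes at 24 h and 1 at 27 h. At 27 h it called 4 with the sheet-set block and 7 with only the groups compared. In the same libraries DESeq2 called 136, 237 and 260 genes and limma-voom 7, 39 and 76.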

Other observations

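The tests of the shared spread estimate, of the large fold changes in the authors' deposited table and of a strain variant in the Hsp70 genes were chosen only after the results were seen, while the other tests in this part were written before theirs.

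Transcripts of a fixed list of 9 cell cycle and progenitor genes were lower in gamma than in alpha-beta libraries at 18 h, with a median log2 difference of -2.81. This was at percentile 0.85 of 10000 lists matched for expression. The percentile was 0.07 at 21 h, 0.2 at 24 h, 24.5 at 27 h, 0.12 at 30 h and 71.1 in adults. The exact two-sided permutation tests of the list's mean gave adjusted p-values of 0.0318, 0.0238, 0.013, 0.743, 0.0357 and 0.2 at the same stages. Total counts did not differ between cell types at 18 h (exact permutation p = 0.762), but only totals were tested. Genes with a count numbered 8077 ± 203 in alpha-beta and 7349 ± 184 in gamma libraries at 18 h (SD, n = 5 each), and whether this contributes was not tested. RNA from progenitors or newly born cells in the alpha-beta libraries is a candidate explanation for part of the difference at 18, 21, 24 and 30 h. At these stages wor and lncRNA:cherub were also called higher in alpha-beta libraries. Whether such cells were sorted with the neurons or the neurons themselves hold these transcripts was not tested. The alpha-beta mean log2 CPM of the list was 2.95 ± 1.59 at 18 h and 0.8 ± 1.46 at 30 h (SD, n = 5 each). Whether this bears on the alpha-beta changes from 18 to 30 h was not tested.

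Hsp70Ba was higher in gamma libraries at every stage with a call. Of 7 other heat-shock genes listed, 6 were in the table, and 0 were higher in gamma libraries at 18 h with an unadjusted p-value under 0.05, against a stress response. Among other Hsp70 genes, 1 (Hsp70Bc) had an unadjusted p-value under 0.05 at 18 h, and it was lower in gamma libraries, against reads shared with that paralog rising together. Hsp70Bb (558 against 308 CPM, log2 fold change 0.86, edgeR adjusted p = 0.594) and Hsp70Ab (71.4 against 38.4 CPM, log2 fold change 0.89, adjusted p = 0.661) were higher in gamma libraries at 18 h without being called, so shared reads are not ruled out. Mean Hsp70Bc was lower in gamma libraries at 6 of 6 stages. No difference in the summed Hsp70 copies passed (adjusted p from 0.381 to 0.699, exact permutation tests), with log2 ratios from -0.78 in adults to 0.66 at 21 h. A strain variant that moves reads between the Hsp70 copies could give the lower Hsp70Bc (6 of 6 stages). In adults, however, Hsp70Bc averaged 62.4 CPM in gamma and 376 in alpha-beta libraries, and Hsp70Ba 67.9 and 7.17, so these copies did not balance. At 18 h the means were 90.7 and 243 for Hsp70Bc and 149 and 9.88 for Hsp70Ba, nearer to balance. The test of a strain variant was written after the values at 18 h and in adults were known.

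Of the 5 genes called between cell types at 18, 21, 24 and 30 h, 1 (CG15765) had adult libraries that also separated in the same way. A difference in genotype between the lines used to mark the cells was taken to persist in adults, which by this test held for 1 of the 5 genes. The test is strict, however. Hsp70Ba, CG15130 and lncRNA:cherub were still called between adult cell types (edgeR adjusted p = 0.00261, 0.00904 and 0.0358) although their libraries overlapped. For wor the adult value was 0.0 CPM. Adult CG15130 averaged 0.0 CPM in gamma and 2.12 ± 4.75 in alpha-beta libraries (SD, n = 5 each), so few alpha-beta libraries carry that call. In the fit with all 12 groups, which gave these calls, other splits of the adult libraries gave a median of 96 genes. The calls therefore do not settle whether the differences persist in adults. Genotype is therefore not ruled out for these genes.

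The 363 genes called between adult cell types may in part reflect a spread estimate shared with pupal libraries. With all 12 groups in the fit, the other 15 splits of the adult libraries gave a median of 96 genes and up to 181. With only adult libraries in the fit, the other splits gave a median of 0 and the real one 25. The common biological coefficient of variation was 1.31 in adult libraries alone and 1.26 in pupal libraries alone. The real split still gave the most genes of the 16 in both fits.

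In the authors' deposited table, 8952 of 26206 passing calls over 16 comparisons had an absolute log2 fold change over 15. In 100% of these the lower group had at most 3 counts in every library, and in 92.6% some library of the higher group also had at most 3 counts. In 71.2% at most 2 libraries of the higher group had more than 3 counts, and in 289 calls both groups had at most 3 counts. Division by groups with almost no counts (100%) and higher groups in which some library had at most 3 counts (92.6%) are both candidate explanations for these values.

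Fewer genes had a count in adult libraries than at 30 h. After all libraries were thinned to 4403619 counts, alpha-beta adults had 6137 ± 809 genes against 7468 ± 122 at 30 h (exact two-sided permutation p = 0.00794, SD, n = 5 each). Gamma adults had 6296 ± 594 against 7264 ± 433 (exact two-sided permutation p = 0.0317, SD, n = 5 each). Depth alone does not account for the difference (exact permutation p = 0.0317, the larger of both), while the amount of RNA per cell was not measured.

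The male-specific RNAs lncRNA:roX1 and lncRNA:roX2 varied between libraries from 0.0 to 3980 and from 0.0 to 2540 CPM. After group means were removed, they were correlated across the 58 libraries with r = 0.912 and rho = 0.661 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median r was 0.766, and within the 5 sheet sets rho was 0.791, 0.955, 0.839, 0.93 and 0.951. This is in line with different shares of male and female brains in the pools (rho = 0.661), since the labels state that sexes were mixed at random. The sex of single libraries was not assigned.

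Pxn, which rose in gamma neurons, could not be checked against a list of blood cell genes, because 5 of the 7 genes listed were in the table, under the 80% needed, so that check is void.

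The fixed list of 9 glia genes was scored in every group, and no test of it was run. At 30 h its mean log2 CPM was 3.84 ± 1.19 in gamma and 1.35 ± 0.75 in alpha-beta libraries (SD, n = 5 each), and at 27 h it was 4.17 ± 0.59 (SD, n = 3) and 2.54 ± 0.88 (SD, n = 4). It was 2.78 ± 0.68 and 3.17 ± 0.68 at 18 h, 1.48 ± 0.7 and 2.91 ± 0.61 at 21 h, and 3.41 ± 1.35 and 2.22 ± 0.87 in adults (SD, n = 5 each, gamma first). At 24 h it was 2.05 ± 1.6 in gamma (SD, n = 5) and 2.31 ± 1.38 in alpha-beta libraries (SD, n = 6). RNA from glia in some sorted samples was therefore not ruled out for the comparisons between cell types.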
